# Changes in Global Gene Expression in Response to Chemical and Genetic Perturbation of Chromatin Structure

**DOI:** 10.1371/journal.pone.0020587

**Published:** 2011-06-03

**Authors:** Karen Hudson, Song Luo, Nicole Hagemann, Daphne Preuss

## Abstract

DNA methylation is important for controlling gene expression in all eukaryotes. Microarray analysis of mutant and chemically-treated *Arabidopsis thaliana* seedlings with reduced DNA methylation revealed an altered gene expression profile after treatment with the DNA methylation inhibitor 5-aza-2′ deoxycytidine (5-AC), which included the upregulation of expression of many transposable elements. DNA damage-response genes were also coordinately upregulated by 5-AC treatment. In the *ddm1* mutant, more specific changes in gene expression were observed, in particular for genes predicted to encode transposable elements in centromeric and pericentromeric locations. These results confirm that DDM1 has a very specific role in maintaining transcriptional silence of transposable elements, while chemical inhibitors of DNA methylation can affect gene expression at a global level.

## Introduction

DNA cytosine methylation, specifically at CG dinucleotides plays a role in maintaining gene silencing and in gene imprinting. In plants 5-methylcytosine can also occur in asymmetric contexts, such as CNG or CNN (where N can be any other nucleotide), as well as at CG sites. In *Arabidopsis*, CG methylation is maintained by the methyltransferase *MET1* [1], while *CHROMOMETHYLASE3* (*CMT3*) and the *DOMAINS REARRANGED METHYLASE*s (*DRM1* and *DRM2*) are involved in the maintenance of CNG and CNN methylation respectively [2], [3], [4], [5], [6]. In addition, plants exhibit strand-specific methylation of cytosines in pericentromeric regions [7]. DNA cytosine methylation is typically associated with transcriptional silence in plants [8]. Cytosine methylation has been shown to be required for maintaining transcriptional silence of transposable elements through an RNAi-dependent pathway, and has also been shown to be required for parent-of-origin specific expression of the *FWA* gene in *Arabidopsis* endosperm [9], [10].

*DDM1* (*Decrease in DNA Methylation1*) encodes a SWI2/SNF2-like chromatin remodeling factor that is required for normal genomic DNA methylation and transgene and transposon silencing [11]. The *ddm1* mutant was originally identified on the basis of hypomethylation of satellite repeats [12]. DDM1 is also required to maintain the normal pattern of histone modifications (H3mK9) at the chromosome IV heterochromatic knob [13]. *ddm1* mutants have been reported to have a wide array of morphological and physiological defects as a result of misregulation of a number of genes due to aberrant chromatin structure, including a delay in flowering arising from hypomethylation at the FWA locus [14], [15], [16], [17]. Some studies have demonstrated a requirement for cytosine methylation prior to the establishment of heterochromatic histone methylation marks, while other studies show that in some contexts, histone modification can occur without DNA methylation [18].

To determine to what extent gene expression in *Arabidopsis* is regulated by chromatin structure and DNA methylation state, microarray expression profiling was used in conjunction with a chemical treatment to perturb chromatin structure of wild-type *Arabidopsis* seedlings, as well as in the *ddm1* mutant background. The methylation inhibitor 5-aza-2′ deoxycytidine (5-AC) inhibits the mammalian Dnmt1 cytosine methyltransferase which is homologous to *Arabidopsis* MET1 [19] and this treatment has been shown to reactivate expression of silenced nucleolar genes in plants [20], [21]. Since *ddm1* was originally identified on the basis of altered methylation at centromere satellite repeats, and is known to have effects on chromatin structure specifically in the heterochromatic regions of the centromeres, we sought to compare the effect of loss of DDM1 on gene expression with the more general chromatin effects provided by treatment with a chemical inhibitor of methylation.

## Results

### Gene expression differences in the *ddm1* mutant and in response to chemical treatment

Reduction of DNA methylation in the samples was assessed by comparative chromatin immunoprecipitation of control and 5-AC-treated DNA with an anti-5-methylcytosine antibody, and by sequencing bisulfite-treated genomic DNA for control, 5-AC-treated, and *ddm1* seedlings. Bisulfite sequencing revealed an 80% reduction in asymmetric cytosine methylation after 5-AC treatment, and complete loss of asymmetric cytosine methylation in *ddm1* for a methylated region of the *CLAVATA2* gene examined. CNG methylation was completely lost after 5-AC treatment (Figure S1A). CG methylation was lost at 60% of CG sites in *ddm1*. A reduction in CG methylation was observed for 5-AC treatment on a per-sample basis, six CG sites in the sequenced region are methylated in 90–100% of control samples, these were found to be no more than 80% methylated after 5-AC treatment and no more than 30% methylated at any CG site in the *ddm1* plants. This is consistent with the method of induction of loss of methylation in the treated and mutant samples. The *ddm1* mutants have lost methylation over generations, while the chemical treatment results in loss of methylation in a subset of actively dividing cells. Additionally, efficiency of precipitation of methylated centromeric repeats was reduced by more than 50% after 5-AC treatment (Figure S1B). Together, these data suggest that methylation is reduced in the 5-AC-treated and *ddm1* samples with respect to the control.

Complete lists of genes showing differential expression in this study are provided in Tables S1, S2, S3. 

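RNA from seedlings was measured on Affymetrix ATH1 arrays in untreated Ws, in Ws treated with 5-AC and in the *ddm1* mutant, with 3 biological replicates in each group. The probe set for *DDM1* (AT5G66750), the chromatin remodeling factor whose gene carries the T-DNA in *ddm1*, had a mean log2 value of 4.89 ± 0.29 (SD, n = 3) in Ws, 7.27 ± 0.25 (SD, n = 3) after 5-AC and 7.71 ± 0.18 (SD, n = 3) in the arrays labelled *ddm1*. Each array labelled *ddm1* (7.59 to 7.91) lay above each Ws array (4.64 to 5.21). Its log2 change against Ws was 2.38 after 5-AC (adjusted p = 1.6e-06 from limma) and 2.82 in *ddm1* (standard error 0.18, adjusted p = 1.9e-06 from limma, not called there by the test of the methods). The position of its probes relative to the T-DNA is not known from the files, so these values do not show whether an intact transcript is made, and *ddm1* stands below for the arrays so labelled. *MET1* (AT5G49160), the CG methyltransferase, rose by 1.59 on the log2 scale after 5-AC and had a change of 0.28 in *ddm1* (adjusted p = 0.99 from limma). The seedlings grew in 0.5× MS with 1% sucrose at 21 °C, and 5-AC was given at 20 mg/L, with the medium replaced after 5 days. The paper gives harvest at 14 days, and the sample labels give 10 days. The authors computed log2 values with gcRMA, which adjusts for background by probe sequence and brings all arrays to nearly one distribution (array medians 4.92 to 5.03). The deposited values do not include the present calls used in the methods, so the 17204 probe sets ranked highest by their second-highest value over the 12 arrays were tested, the number that the methods give. Groups were compared with limma, with Benjamini-Hochberg adjustment over these probe sets and an adjusted p under 0.05 as the threshold. A further 3 arrays in the series, labelled TSA, entered the estimate of the variance. Gene names came from the platform's table for 13515 probe sets and for 1861 others only from the paper's Tables S1, S2, S3, S4 and S5. Since Tables S2 and S3 list genes changed by 5-AC on these same arrays, the direction of a gene named only through them is not independent evidence, and tests of gene lists used the other members. Replicates correlated at r = 0.976 to 0.981 in Ws, 0.961 to 0.982 in 5-AC and 0.980 to 0.987 in *ddm1* across probe sets, which are not independent of each other. Replicate 3 of 5-AC lay nearer to Ws (mean r 0.808) than replicates 1 and 2 (0.761 and 0.763). The number of arrays limits the precision.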

Table S1 lists 35 genes that were significantly differentially expressed in the *ddm1* mutant. 

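In *ddm1* seedlings 232 probe sets were higher than in Ws and 37 were lower at an adjusted p under 0.05 from limma (605 and 552 at an unadjusted p under 0.05). With 1 array left out 203 to 235 were higher, and from 20 (without *ddm1* replicate 3) to 49 (without Ws replicate 3) were lower. The 10 largest increases among named probe sets were all in transposable element genes. AT2G12240 had a log2 change of 8.99 (standard error 0.77, adjusted p = 2.3e-05), a rise of 508-fold, AT2G12980 one of 8.25 (standard error 0.16, adjusted p = 2.2e-10) and AT3G47320 one of 8.49 (standard error 0.19, adjusted p = 3.2e-10). AT2G12300, AT2G13160, AT3G30396, AT2G10640, AT3G31955, AT1G33130 and AT2G04770 rose by 8.03 to 8.80. Among these genes, the probe sets of AT2G12980, AT3G30396, AT3G31955, AT1G33130 and AT2G04770 match several sequences, so their signal cannot be credited to a single locus. In AT2G12240 Ws replicate 2 (6.02) stood above the other Ws arrays (2.14 and 2.98), and without it the log2 change was 10.14. The same array stood above the others for AT2G12300, AT2G10640, AT3G30396, AT2G13160, AT3G31955 and AT2G04770, which without it rose by 8.88 to 9.85, and without Ws replicate 1 the values of AT2G12240, AT2G12300 and AT2G10640 were 8.20, 7.82 and 7.78. Over the 157 transposable element genes higher in *ddm1*, counted after the result was seen, replicate 1 was the highest Ws array for 84, replicate 2 for 52 and replicate 3 for 21. Of the genes known to be silenced by DNA methylation, *QQS* (AT3G30720), which affects starch content, rose by 5.00 (standard error 0.28, adjusted p = 5.3e-07), and *FWA* (AT4G25530), the imprinted homeodomain gene that delays flowering when active, rose by 1.99 (standard error 0.23, adjusted p = 3.2e-04), and the test of the methods called neither. *QQS* was the 1 member of this list that the platform's table names, and it was also called when adjusted over the list alone. The largest decreases were in AT3G16670 (log2 change -3.73, standard error 0.51, adjusted p = 0.0016), the beta-glucosidase gene *DIN2* (-2.37), AT1G03350 (-2.14), AT1G62770 (-1.96), the flowering repressor *FLC* (-1.95, near the floor of the signal in the mutant), the DNA-binding factor gene *EDF3* (-1.94), the LysM receptor kinase gene *LYK3* (-1.81), AT5G48490 (-1.61) and *BCAT4* (-1.37), an enzyme of methionine chain elongation, whose call was lost without any 1 of the 6 arrays (-1.51 to -1.20). The 35 probe sets of Table S1 were all among those tested, and 33 of them were called higher, at up to 7.17 (144-fold) for the AT4G03900 probe set, which matches several loci. The other 2 both measure AT2G07360, at 0.41 and 0.39. Table S1 was chosen on these arrays and is not independent evidence. By the test that the methods name, with the same adjustment, 35 probe sets were higher and 0 were lower (531 and 595 unadjusted). With the stricter filter on low values 148 probe sets changed, and 150 changed when only probe sets for a single sequence were tested.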

While many genes on the array had high fold-change values, variation was also high (Figure S2); therefore a stringent false-discovery corrected cutoff was imposed to arrive at this list of genes specifically and reproducibly affected in the *ddm1* mutant (see Materials and Methods). These genes are upregulated up to 100-fold. Twenty-five of the *ddm1*-regulated genes were also found to be significantly up-regulated after 5-AC treatment (Table S2), but the remaining 10 genes were up-regulated less than 3-fold after 5-AC treatment. 

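After 5-AC treatment 31 of the 35 Table S1 probe sets were higher than in Ws by limma. The transposable element genes AT3G33080 (log2 change 0.60), AT4G04270 (0.32), AT2G11680 (0.14) and AT3G32110 (0.00) did not pass the test after 5-AC. Of the genes of Table S1 that are not of the RefSeq type taken here for transposable elements, AT4G29200 rose by 4.29 after 5-AC and 5.00 in *ddm1*, AT5G41660 by 2.51 and 4.91, and AT5G01080 by 3.11 and 3.94. When the 5-AC and *ddm1* arrays were compared directly, 28 of the 35 probe sets were higher in *ddm1* and 2 were higher after 5-AC, namely AT3G33066 (log2 difference 0.62) and a probe set for AT2G07360 (0.94). A change under 3-fold after 5-AC was found for 12 of the 35, among them the 10 that the test of the methods did not call. Over all probe sets tested, 136 were higher in both comparisons and 24 were lower in both, against 71.4 and 9.70 for independent lists of the same sizes. Both comparisons use the same 3 Ws arrays, and part of the excess may come from these shared controls. In 100 simulated pairs of unchanged groups against those controls, at most 0 probe sets were higher in both and 1 was lower in both, and the covariance of the log2 changes was 0.0431, against 0.218 observed. Unchanged groups give almost no calls, so these simulated counts cannot show how much of the overlap comes from the shared controls. The correlation of the log2 changes was 0.27 (0.50 simulated). In unchanged groups the shared Ws arrays alone set that correlation, and real changes in either group move it. It therefore cannot tell whether the groups share a response. The number higher in both was 53 with probe sets for a single sequence (38.1 for independent lists) and 25 by the test of the methods (5.14).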

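In 5-AC-treated seedlings 5296 probe sets were higher than in Ws and 4508 were lower by limma, 9804 of the 17204 tested (5691 and 4856 at an unadjusted p under 0.05). The largest increases included the transposable element genes AT2G12240 (log2 change 8.73), AT2G12300 (8.52), AT2G10640 (8.25) and AT3G30396 (8.19), and the beta-glucanase genes *BG3* (AT3G57240; 8.57, standard error 0.21, adjusted p = 6.1e-10) and *PR2* (AT3G57260; 8.44, standard error 1.12, adjusted p = 7.6e-05), which are induced in pathogen defence. The others of the 10 were *SAG29*, a sugar transporter gene of senescing leaves (7.85), AT2G13160 (7.72), AT3G31955 (7.64) and AT2G43620 (7.59). The probe sets of AT3G30396 and AT3G31955 match several sequences. Without Ws replicate 2 these 6 transposable element genes had log2 changes of 8.24 to 9.88, without Ws replicate 1 AT2G12240, AT2G12300 and AT2G10640 had 7.94, 7.54 and 7.47, and without Ws replicate 3 *PR2* had 9.50 and AT2G43620 8.29. The largest decreases were in AT1G64590 (-7.33), the light-harvesting gene *LHCB2.4* (AT3G27690; -7.05, standard error 0.46, adjusted p = 4.9e-07), AT1G52060 (-6.86), AT3G45160 (-6.78), the amino acid permease gene *AAP2* (-6.76) and the root hair gene *RHS13* (-6.63). Probe sets shared by 2 loci each fell as far, namely AT5G46890/AT5G46900 (-7.24), AT3G25820/AT3G25830 (-7.09, near the floor of the signal after 5-AC), AT4G12510/AT4G12520 (-6.95) and AT1G05240/AT1G05250 (-6.64). Without 5-AC replicate 3 the values of *LHCB2.4*, *AAP2*, *RHS13* and AT1G05240/AT1G05250 were -7.68, -7.59, -7.28 and -7.58, and without 5-AC replicate 2 that of *AAP2* was -6.18. The arrays of the 2 groups did not overlap for 9404 of the probe sets called, and for 62.3% of all tested, against 10% by chance. Higher probe sets made up 54.0% of those called, and 38.9% (3848 higher and 6033 lower) when each array was centred on the housekeeping genes *SAND*, *UBC21* and *TIP41L*, which moved the median change of all probe sets from 0.05 to -0.21. Of these genes *SAND* had a log2 change of 0.14 (adjusted p = 0.36), *UBC21* fell by 0.52 and *TIP41L* rose by 1.14, the same counts of 1 higher and 1 lower as when adjusted over the list alone (list median 0.14, or -0.11 after that centring, camera adjusted p = 0.86). Of the housekeeping genes named only through the paper's tables, *ACT7*, the reference of the quantitative PCR, rose by 0.94 and *GAPC1* by 0.96, while *ACT2* (-1.41) and *TUA4* (-2.14) fell. The test of the methods, with the same adjustment, called 2528 higher and 2026 lower.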

Tables S2 and S3 list the genes found to be over- and under-expressed after 5-AC treatment, respectively. These genes span all functional categories.

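Genes of salicylic acid signalling and defence were higher after 5-AC in all 14 probe sets with a name, none of which the platform's table names, so that their direction is not independent evidence. They included *PBS3*, an enzyme of salicylic acid synthesis (log2 change 7.04, standard error 1.05, adjusted p = 1.8e-04), *PR5* (6.61), the transcription factor gene *WRKY40* (5.59) and *NIMIN1* (5.32), which encodes a partner of the salicylic acid regulator NPR1. In *ddm1* 0 of the 14 were called by limma or by the test of the methods, and 1 was higher at an unadjusted p under 0.05, where *PR5* had a log2 change of 2.56 (adjusted p = 0.31), or 3.37 without Ws replicate 3 (adjusted p = 0.063). Senescence genes rose as well, with both platform-named members higher by limma, also when adjusted over the list alone, namely *SAG29* and the transcription factor gene *WRKY53* (5.33, standard error 0.77, adjusted p = 1.4e-04), of which the test of the methods called *SAG29* alone. *SAG29* is also in the paper's Table S4 and the list was written with those tables in view, so the direction of this list is not independent evidence either. Their median was 6.59 (camera adjusted p = 0.091, and adjusted p = 0.51 with an estimated correlation), and after centring on housekeeping genes the list passed the test (camera adjusted p = 0.028), as it did without 5-AC replicate 2 (median 6.11, camera adjusted p = 0.035). Without 5-AC replicate 3 the log2 changes of *WRKY53*, *WRKY40* and *PR5* were 5.96, 6.23 and 7.21, without 5-AC replicate 2 that of *WRKY53* was 4.74, and without Ws replicate 3 that of *PR5* was 7.41. The cysteine protease gene *SAG12* (3.88), *SAG13* (6.07), the chlorophyll breakdown gene *PAO* (1.09) and *DIN2* (5.12) were also higher after 5-AC, and *DIN2* fell in *ddm1*. Of the xenobiotic detoxification genes, the glucosyltransferase genes *UGT73B4* (1.12) and *UGT73B5* (1.25) rose and the glutathione transferase gene *GSTU25* fell (-1.38), the same 2 and 1 as when adjusted over the list alone (camera adjusted p = 0.86) and 0 of 3 by the test of the methods, and *CYP81D8*, a cytochrome P450 gene, rose by 5.65 (4.99 without 5-AC replicate 1 and 6.44 without 5-AC replicate 2). Of the histone deacetylase genes *HDA15* rose by 0.56 (also when adjusted over the list alone, and not by the test of the methods), *HDT3* rose too, and *HDA14* fell (-2.54). The silencing genes *SUVH4*, a histone methyltransferase (2.77), and *NRPD1*, the largest subunit of RNA polymerase IV (1.80), rose with *MET1* and *DDM1*, 4 of 4 members with a named probe set, all named only through the paper's tables.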

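All members of the cell division list with a named probe set fell after 5-AC. Both platform-named members were lower, also when adjusted over the list alone, namely the Aurora kinase genes *AUR1* (log2 change -2.29, standard error 0.17, adjusted p = 1.3e-06) and *AUR2* (-1.12), with a list median of -1.70 (camera adjusted p = 0.15). The other 5, named through the paper's tables, were lower too, with *KN*, the syntaxin of the cell plate, at -3.04, the kinesin gene *HIK* at -2.70 and the mitotic kinase gene *CDKB2;2* at -1.58. These 5 have a name only because the study called them changed after 5-AC, so their direction is not independent evidence. The mitotic cyclin gene *CYCB1;1*, counted in the DNA damage list, rose by 6.16. Of the DNA replication genes, *MCM7*, a subunit of the replicative helicase, fell (-0.96, also when adjusted over the list alone), as did *CDC45* (-0.92, near the floor of the signal after 5-AC), while the origin licensing gene *CDC6* (2.13) and the ribonucleotide reductase gene *RNR1* (2.32) rose. Root hair genes were lower in 7 of 7 named probe sets, of which 5 are named only through the paper's tables. The list was written with those tables in view, so its direction is not independent evidence. The expansin genes *EXPA7* (-2.40) and *EXPA18* (-2.73), the platform-named members, both fell, also when adjusted over the list alone (list median -2.57, camera adjusted p = 0.14). *RHS13*, *PRP3*, a cell wall protein gene (-6.36), *RHS19* (-5.67, or -6.49 without 5-AC replicate 3 and -5.04 without Ws replicate 1) and *AGP3* (-4.47) fell the most. Among other root genes, *CASP1*, which forms the Casparian strip (-5.82), *PHO1*, a phosphate exporter gene (-2.69), and the thalianol pathway genes *THAS1* (-3.33) and *THAH* (-3.36) fell, *PYK10* fell by 0.52 (also when adjusted over the list alone) and the nitrate transporter gene *NRT2.1* rose by 4.16. Of these only *PYK10* has a platform name, and this list too was written with those tables in view. Of the flavonoid genes, *UF3GT* (-1.88, adjusted p = 0.032, -2.52 without Ws replicate 1, and not called without any 1 of the other 5 arrays, at -1.54 without Ws replicate 3) and *F3H* (-2.57) were lower, and *DFR* had a log2 change of -2.28 (standard error 0.96, adjusted p = 0.062). Both platform-named flavonoid genes, *UF3GT* and *DFR*, were lower when adjusted over the list alone (camera adjusted p = 0.51). After 5-AC the test of the methods called 1 of the 2 platform-named genes of cell division and 0 of the platform-named genes of DNA replication (1), root hairs (2), other root genes (1) and flavonoids (2). In *ddm1* 0 members of these lists were called by limma or by the test of the methods, and 1 platform-named and 1 other gene of cell division were higher at an unadjusted p under 0.05. Genes of seed maturation have no named probe set and were not analysed here. The lists hold few named members, at most 2 of each with a platform name, and none of these lists passed camera at an adjusted p under 0.05 with all arrays. Without Ws replicate 1 the root hair genes passed it in *ddm1* (median 0.60, camera adjusted p = 0.0054), where the median was 0.10 with all arrays and -0.23 to 0.60 with 1 left out. By fry, which does not compare a list with other genes, the cell division genes (adjusted p = 4.3e-05) and the root hair genes (adjusted p = 4.3e-04) were lower.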

### Loss of DDM1 selectively affects transcription of transposable elements

Since it is known that both DNA methylation and DDM1 are involved in silencing transposable elements and pseudogenes, we examined the responses of these two classes of genes. Figure 1 shows the fold induction in response to 5-AC treatment or in the *ddm1* mutant for all of the genes (240) annotated by the Arabidopsis Genome Initiative (AGI, see Methods) as “transposable elements” and called “present” in this study by the MAS Version 5.0 software (Affymetrix). In both *ddm1* mutants and 5-AC treated seedlings, many transposable elements were upregulated by 100-fold or more. 

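Over all 17204 probe sets tested, limma called 232 higher and 37 lower in *ddm1*, and 5296 higher and 4508 lower after 5-AC. Higher calls after 5-AC were thus common among all probe sets. Of the 349 probe sets tested for transposable element genes, 157 were higher in *ddm1* and 0 were lower by limma, and 126 were higher and 1 was lower after 5-AC, namely AT1G64270 (log2 change -0.47), picked out after its value was seen. The test of the methods called 26 higher in *ddm1* and 82 after 5-AC, and 0 lower in either, with 0 lower in *ddm1* at an unadjusted p under 0.05 as well. Adjusted over the list alone, 175 were higher in *ddm1* and 123 after 5-AC. A rise of 100-fold or more was found in 21 in *ddm1* and 14 after 5-AC, and one of 8-fold or more in 95 and 62. Among the probe sets called higher the median log2 change was 3.74 in *ddm1* and 2.91 after 5-AC. Calls were shared for 101 probe sets. For 25 others, among them AT5G35010 (6.71 after 5-AC and 1.37 in *ddm1*, on a probe set that matches several sequences) and AT1G37060 (5.17 and 0.86), the call was made after 5-AC alone, and for 56, among them AT3G33080 and AT4G04270, in *ddm1* alone. When the groups were compared directly, 130 were higher in *ddm1* than after 5-AC and 25 were higher after 5-AC (camera adjusted p = 3.5e-05, and adjusted p = 0.40 with an estimated correlation). As a list, the transposable element genes were higher than other probe sets in *ddm1* (median 0.63, camera adjusted p = 5.2e-105, and adjusted p = 0.0050 with an estimated correlation). After 5-AC their median was 0.14 (camera adjusted p = 3.1e-07, and adjusted p = 0.61 with an estimated correlation), and it was -0.11 with centring on housekeeping genes, where 113 were still higher and 3 lower. Of the probe sets called higher in *ddm1*, 61 lay near the floor of the signal in Ws, as did 40 of those called after 5-AC, so that their fold changes depend on the background level. Without the filter on low values the medians over 923 probe sets were -0.0245 in *ddm1* and 0.0007 after 5-AC (camera adjusted p = 0.10), and with probe sets for a single sequence they were 0.0223 and 0.0493 (camera adjusted p = 0.079 after 5-AC). With the stricter filter they were 5.27 and 4.14 over the 99 that remained. The main and the stricter filter can each keep a probe set low in Ws because it is high in another group. The medians and list tests over the 349 and the 99 therefore come from selected sets, unlike those over the 923.

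**Figure D1:**
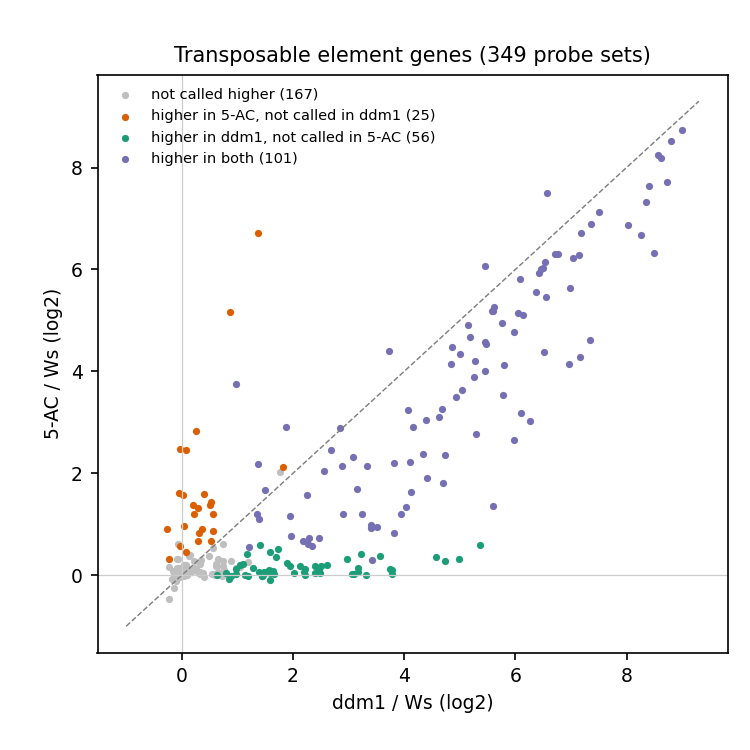
Log2 change after 5-AC (vertical axis) against log2 change in *ddm1* (horizontal axis), each relative to Ws, for the 349 transposable element probe sets tested, marked by the comparison in which limma called them higher, with a dashed line where both changes are equal. The 101 called in both reach 8.73 after 5-AC and 8.99 in *ddm1*, and 167 were called in neither.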

The Affymetrix ATH1 microarray contains probes for 113 genes that are annotated as “pseudogenes”. Of the 33 probes called present in this experiment annotated as pseudogenes, only two of these genes change significantly in expression in either the *ddm1* mutant or as a result of treatment with 5-AC (not shown). This is consistent with the role for cytosine methylation and DDM1 in specifically maintaining transcriptional silencing of transposable elements, and indicates that other factors may contribute to the maintenance of transcriptional silencing for pseudogene sequences.

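Few pseudogenes passed the test, with 15 of 21 probe sets not called after 5-AC and 20 of 21 not called in *ddm1* by limma. After 5-AC, 5 rose, namely AT2G24160 (log2 change 6.05, standard error 0.32, adjusted p = 1.1e-07), *RSU1* (AT3G48130; 4.52, standard error 0.13, adjusted p = 1.8e-09), AT5G55420 (3.97), a probe set for AT2G12050 that also matches other loci (1.41) and AT5G40920 (1.21). AT3G07280 fell (-0.78, adjusted p = 0.020, and not called without Ws replicate 1, at -0.61, or 5-AC replicate 2, at -0.56). In *ddm1* the AT2G12050 probe set rose by 5.10 (standard error 0.30, adjusted p = 6.1e-07). The counts were the same when adjusted over the list alone, and 6 of the 21 changed in at least 1 of the comparisons. As a list the pseudogenes did not pass the test against other probe sets after 5-AC (median -0.0011, mean 0.73, camera adjusted p = 0.51) or in *ddm1* (median -0.07, mean 0.25, camera adjusted p = 0.86). RefSeq types 66 probe sets on the array as transcribed pseudogenes, the class taken here as pseudogenes, and 21 of them passed the filter on low values. That class is not the AGI class of the paper, so the counts are not of the same set. With the stricter filter 4 remained, with medians of 4.25 after 5-AC and 0.33 in *ddm1*, and the list passed the test in both (camera adjusted p = 0.0050 for each). That filter keeps a probe set low in Ws mainly when it is high in another group. These passes therefore come from a selected set and are not evidence of a shift. The test of the methods called 4 higher after 5-AC and 1 in *ddm1*. With centring on housekeeping genes 10 of the 21 changed.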

**Figure 1:**
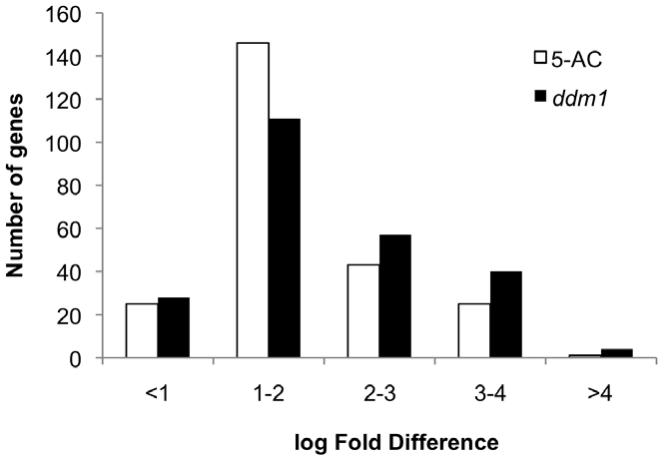
Transposable element genes are upregulated in the *ddm1* mutant and after 5-AC treatment. Log expression differences (5-AC/Ws or *ddm1*/Ws) for 240 probesets annotated as transposable elements that were present on the microarray.

To determine if gene expression changes resulting from changes in DNA methylation and chromatin structure were randomly distributed throughout the genome, average expression change for all the genes called present on the array was plotted against the chromosomal position of the genes obtained from AGI annotations. Figure 2 shows that genes up- or down-regulated after 5-AC treatment appear to be distributed evenly throughout the genome, and change in expression by up to 100-fold. In contrast, in the *ddm1* mutant, relatively few genes changed dramatically in expression. 

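Genes that rose after 5-AC made up 29.2% to 32.9% of the named probe sets on each of the 5 chromosomes, and genes that fell made up 22.8% to 24.9%. Chromosome 5 had the highest share of both (725 higher and 549 lower of 2207) and chromosome 2 the lowest (430 and 336 of 1473). Around the centromeres, in windows fixed by gene codes (on chromosome 1 from AT1G32000 to AT1G48000, for example), 310 of 2961 higher probe sets were found, or 10.5%, against 11.5% of the 9447 placed on the chromosomes (odds ratio 0.860, 95% interval 0.746 to 0.991, Fisher's exact test, two-sided, p = 0.037). Lower probe sets were also less frequent there (215 of 2260, odds ratio 0.762, p = 6.6e-04 from the same exact test), but without transposable element genes their odds ratio turned to 1.14 and did not pass (p = 0.13 from the same exact test), while that of higher probe sets was 0.744 (p = 4.1e-04 from the same exact test). Genes named above as the largest changes lie on both sides of this border, with the transposable element gene AT2G12240 inside the window of chromosome 2 and *SAG29* on the arm of chromosome 5. A change of 100-fold or more was found for 24 probe sets that rose, the highest 424-fold, and for 8 that fell, the furthest 161-fold, and of 8-fold or more for 498 and 590. The odds ratio for higher probe sets turned above 1 with the stricter filter (1.28, p = 0.0079), by the test of the methods (1.09, p = 0.36) and for changes of at least a doubling (1.02, p = 0.83), all by Fisher's exact test. By the same exact test it did not pass with centring on array medians (0.874, p = 0.062) or on housekeeping genes (0.943, p = 0.47), or without Ws replicate 1 (0.895), Ws replicate 2 (0.889) or 5-AC replicate 3 (0.921).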

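Of 204 probe sets that were higher in *ddm1* and could be placed on the chromosomes, 153 (75%) lay in the pericentromeric windows and 51 outside them. Most of those inside were transposable element genes (137), such as AT2G12240, AT2G12300 and AT1G33130, and 20 transposable element genes outside also rose, among them AT3G47320 and AT5G43800 (log2 change 6.36, standard error 0.12, adjusted p = 2.2e-10 from limma). The odds ratio for a higher probe set to lie inside was 26.7 (95% interval 19.2 to 37.7, Fisher's exact test, two-sided, p = 1.6e-102). Without the transposable element genes, 16 lay inside and 31 outside (odds ratio 5.48, 95% interval 2.79 to 10.4, p = 1.1e-06 from the same exact test). Chromosome 2 had the highest share of higher probe sets, 62 of 1473 (4.21%), and chromosome 5 the lowest, 27 of 2207 (1.22%). Among all 269 changed probe sets 232 were higher. The probe sets that fell in *ddm1* included *DIN2*, *FLC* and *ROS1* on the chromosome arms, and of the 20 that could be placed 4 lay inside the windows (odds ratio 1.93, p = 0.28 from the same exact test). An increase of 8-fold or more was found for 117 probe sets and such a decrease for 1.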

The genes for which expression was altered were almost all up regulated, and these genes were located primarily in centromeric and pericentromeric regions. We also examined expression changes for genes encoded by subcellular organelle genomes (mitochondrion and chloroplast). We found that genes in the chloroplast were reduced in expression after 5-AC treatment (Figure 2B). 

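Transcripts of the chloroplast genome fell after 5-AC in 74 of 77 probe sets by limma, and in 74 when adjusted over the list alone, with a median log2 change of -2.05. Higher probe sets numbered 0, also at an unadjusted p under 0.05, and the test of the methods called 48 lower and 0 higher. *ndhA*, a subunit of the chloroplast NADH dehydrogenase-like complex, had a log2 change of -4.27 (standard error 0.28, adjusted p = 5.3e-07). *rbcL*, the large subunit of Rubisco, went from 10.32 ± 0.21 (SD, n = 3) in Ws to a mean of 6.16, a change of -4.16 (standard error 0.26, adjusted p = 3.8e-07 from limma). *psaA*, a core protein of photosystem I, fell by 3.84 (standard error 0.35, adjusted p = 5.2e-06), and *ndhK* by 3.95. The 3 not called also had negative values, the nearest to 0 at -0.18. Against other probe sets, the list was lower (camera adjusted p = 3.0e-23, and adjusted p = 0.51 with an estimated correlation). In the direct comparison with *ddm1*, 74 of the 77 were lower after 5-AC, with a median difference of -1.90.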

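Mitochondrial genome transcripts moved in both directions after 5-AC. Of 20 probe sets, 2 rose, both for subunits of cytochrome c oxidase, *cox2* (log2 change 1.78, standard error 0.34, adjusted p = 0.0011 from limma) and *cox1* (1.00, standard error 0.14, adjusted p = 1.1e-04). Another 5 fell, namely *nad9* (-1.23), 1 of the 4 probe sets of *nad1* (-0.80) and *nad4* (-0.74), all of complex I (the call of *nad4* was lost without Ws replicate 2, at -0.52, or 5-AC replicate 3, at -0.62, and that of *nad1* without any 1 array other than Ws replicate 1, at -0.60 without Ws replicate 2), the cytochrome c maturation gene *ccmFC* (-0.77) and *mttB* (-0.59). Adjusted over the list alone, 2 rose and 2 fell, and by the test of the methods 1 and 1. The median was 0.02 (camera adjusted p = 0.86), and it was -0.01 with centring on array medians and -0.23 with centring on housekeeping genes. In *ddm1* 0 of the 20 mitochondrial and 0 of the 77 chloroplast probe sets passed the test by limma, also when adjusted over the list alone, or by the test of the methods. At an unadjusted p under 0.05, 1 mitochondrial and 4 chloroplast probe sets were lower and 0 were higher. Their medians were -0.06 for the mitochondrial genes (range -0.75 to 0.05, camera adjusted p = 0.36) and -0.09 for the chloroplast genes (range -0.66 to 0.55, camera adjusted p = 0.14). The chloroplast list passed the test in *ddm1* with the stricter filter (median -0.13, camera adjusted p = 0.018) and without Ws replicate 1 (-0.20, camera adjusted p = 8.7e-05). With all arrays and an estimated correlation its camera adjusted p was 0.94.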

Expression of genes in the mitochondrial genome (although there were fewer mitochondrial genes than chloroplast genes on the array) did not change significantly in response to 5-AC treatment, and the magnitude of change in expression levels of both plastid and mitochondrial genes was small in the *ddm1* mutant, as is expected from the nuclear localization of DDM1 and its role in nuclear chromatin remodeling.

**Figure 2:**
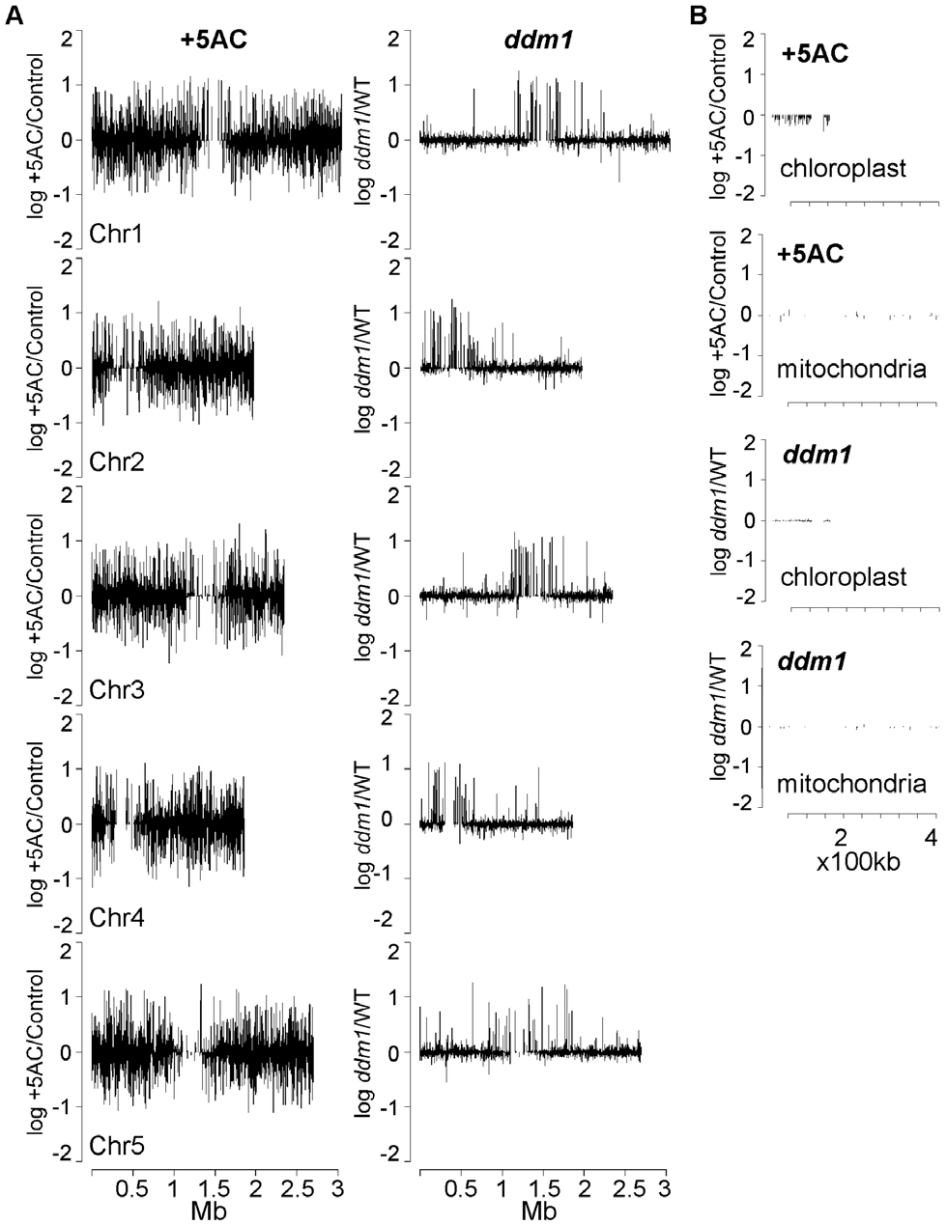
Genes misregulated in *ddm1* are not evenly distributed in the Arabidopsis genome. A. log_10_ fold-difference values (5-AC/Ws) and (*ddm1*/Ws) are plotted by transcription start site for 5 Arabidopsis chromosomes. B. log_10_ fold-difference values for 5-AC treated and *ddm1* seedlings for chloroplast and mitochondrial genes.

We compared the genes identified as significantly differentially regulated in this study with genes identified in previously published studies which also examined the effects of chemically disrupted chromatin structure on gene expression in *Arabidopsis* [25]. We found that 24 of the 73 genes identified in a previous study which examined the effects of 5-AC on gene expression were upregulated in the present study, and 18 of the 52 genes previously identified as down-regulated by 5-AC were consistently downregulated in our experimental conditions [22]. 

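The genes that Table S4 shares between both 5-AC studies were chosen on these arrays, so their direction here is not independent evidence. All 22 loci with a named probe set on the higher side of Table S4 rose after 5-AC by limma, with a median log2 change of 2.58. They included *BGLU45*, a beta-glucosidase gene (4.85, standard error 0.35, adjusted p = 9.6e-07), *TSO2*, a ribonucleotide reductase subunit (3.31), *Rap2.6L*, a transcription factor gene (3.03), and *AZI1*, which acts in systemic defence (1.76). The 17 loci on the lower side all fell, with a median of -4.18. Among them were AT3G62550 (-6.62, standard error 0.24, adjusted p = 8.4e-09), *OEP6*, an outer envelope protein of the chloroplast (-4.93), *SQD2*, an enzyme of sulfolipid synthesis (-3.41), and *MYC2*, a transcription factor gene of jasmonate signalling (-1.48). In *ddm1* 0 of the 22 and 0 of the 17 were called by limma or by the test of the methods (1 higher and 1 lower at an unadjusted p under 0.05), and the medians were 0.01 and -0.05. The copy of Table S4 at hand lists 23 and 17 loci, of which 1 has no named probe set.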

Genes that were common to both experiments are listed in Table S4. The relatively small overlap in these two experiments may be explained by the use of different microarray platforms covering distinct sets of transcripts, as well as different experimental conditions. The Affymetrix 22K platform includes a number of genes that are not included on other microarrays, in particular genes located near the centromere and probes for transposable element genes. It is also likely that epigenetic changes induced by these chemical treatments are likely to vary significantly from cell to cell within an individual as well as between experiments.

### DNA damage response genes are upregulated in response to 5-AC treatment

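Most genes induced by DNA damage that have a named probe set were higher after 5-AC. *BRCA1* (AT4G21070), which acts in repair of double-strand breaks, rose from 2.97 ± 0.31 (SD, n = 3) to 8.63 ± 0.39 (SD, n = 3), a log2 change of 5.66 (standard error 0.37, adjusted p = 4.4e-07 from limma). *CYCB1;1*, a mitotic cyclin induced by breaks (6.16, standard error 0.22, adjusted p = 6.8e-09), *SMR5*, an inhibitor of cyclin-dependent kinases (5.98, standard error 0.47, adjusted p = 1.7e-06), and *PARP2*, a poly(ADP-ribose) polymerase (4.11, standard error 0.40, adjusted p = 7.8e-06), rose too. The list has 25 members, and those without a named probe set could not be counted. Of the members with a named probe set, 14 of the 14 named through the paper's tables were higher, and *LIG4*, the ligase of end joining, had a log2 change of 0.12 (standard error 0.21, adjusted p = 0.67). Those 14 have a name only because the study called them changed after 5-AC, so that count is not independent evidence. The meiotic recombination genes *DMC1* (AT3G22880; 3.19, standard error 0.25, adjusted p = 1.9e-06), *HOP2* (3.16), *MND1* (3.58, standard error 0.19, adjusted p = 1.3e-07) and *MSH4* (AT4G17380; 2.15, near the floor of the signal in Ws) and the mismatch repair gene *MSH7* (1.72) rose. The platform's table names *MND1* and *LIG4* alone among these, and the rest are known through the paper's tables of changed genes. For that pair the median was 1.85, with 1 higher, also when adjusted over the list alone (camera adjusted p = 0.36).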

We observed that a number of the genes moderately but significantly upregulated in 5-AC treated seedlings, such as the *DMC1* and *AtBRCA1* genes had putative or documented roles in DNA repair. We found that these genes were also induced by bleomycin and mitomycin treatment as profiled in AtGenExpress genotoxic stress timecourse dataset (ExpressionSet_ME000326, http://www.arabidopsis.org/servlets/TairObject?type=expression_set&id=1007966782) (Figure S4). These genes were not differentially regulated in the *ddm1* mutant, and this suggests that 5-AC treatment may either result in increased DNA damage or double stranded breaks and that this DNA damage results from an aspect of chromatin remodeling not affected in the *ddm1* mutant. This is consistent with findings in other systems regarding the effects of 5-AC treatment [19], [23]. 

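In *ddm1* the log2 change was 0.29 for *BRCA1* (standard error 0.37), 0.10 for *PARP2* (standard error 0.40) and 0.19 for *DMC1* (standard error 0.25), and none of them passed the test by limma (adjusted p = 1 for each). *CYCB1;1* had the largest value of the DNA damage list, 0.72 (standard error 0.22, adjusted p = 0.28). *MND1* had a log2 change of -0.20 and *MSH4* one of -0.04. At an unadjusted p under 0.05, 1 of the 14 members named through the paper's tables was higher and 0 of the 2 others changed, and the test of the methods called 0. Adjusted over the list alone, 0 of the platform-named members were called, and the list's median was -0.22 (camera adjusted p = 0.51). With 1 array left out that median was -0.30 to -0.11. The arrays labelled *ddm1* gave 3.25 ± 0.08 (SD, n = 3) for *BRCA1* and 3.30 ± 0.37 (SD, n = 3) for *DMC1*, against 3.11 ± 0.26 (SD, n = 3) for *DMC1* in Ws.

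**Figure D2:**
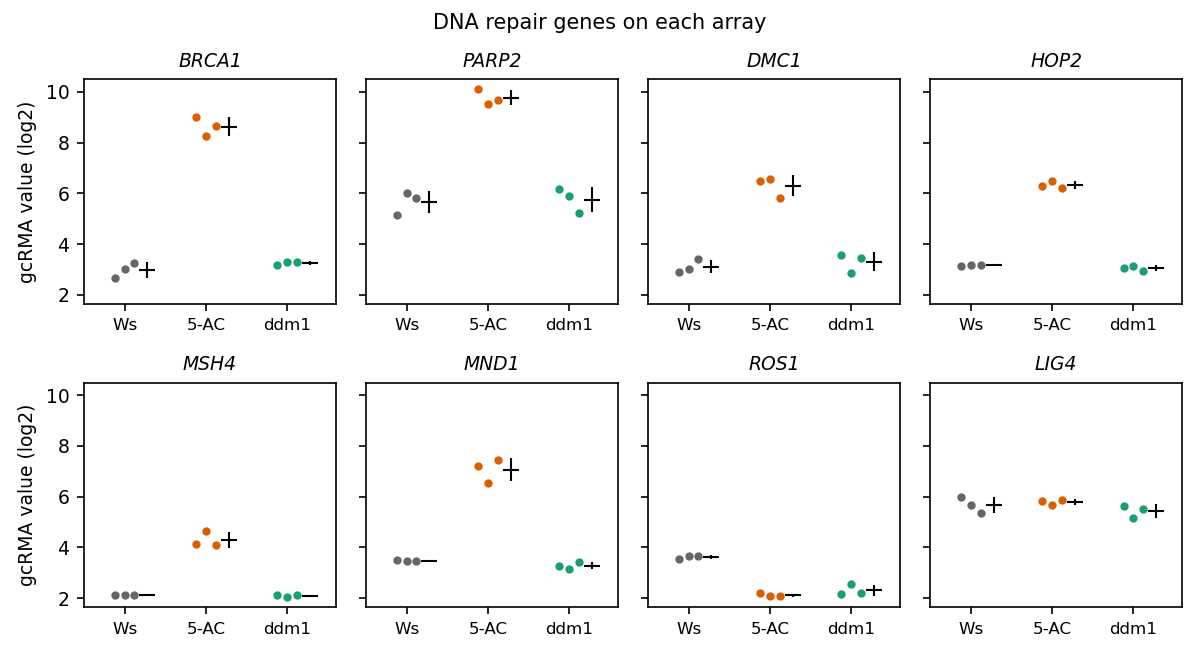
Log2 signal (vertical axis) of repair genes on each array of Ws, 5-AC and *ddm1*, 3 arrays a group, with the group mean as a horizontal line and its SD as a vertical line. For *BRCA1* the 5-AC arrays lie between 8.24 and 9.02, and the Ws and *ddm1* arrays between 2.64 and 3.31.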

Several genes involved in DNA-damage repair were chosen for validation by quantitative reverse-transcriptase PCR (Figure 3). In contrast to other genes with a role in DNA repair, several genes for DNA base excision repair, including *REPRESSOR OF SILENCING1* (*ROS1*) and *DEMETER-LIKE3* (*DML3*), were significantly down-regulated in response to 5-AC treatment as well as in the *ddm1* mutant. 

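*ROS1* (AT2G36490), the glycosylase that removes 5-methylcytosine, fell after 5-AC (log2 change -1.50, standard error 0.16, adjusted p = 1.6e-05 from limma) and in *ddm1* (-1.31, standard error 0.16, adjusted p = 5.6e-04 from limma). Its log2 value was 3.61 ± 0.08 (SD, n = 3) in Ws, 2.11 ± 0.07 (SD, n = 3) after 5-AC and 2.30 ± 0.21 (SD, n = 3) in the mutant. It lies near the floor of the signal in both of these groups, so the sizes of the falls are limits. Other genes of base excision repair moved in both directions after 5-AC. The 8-oxoguanine glycosylase gene *OGG1* fell (-0.80, adjusted p = 4.3e-04), while *MMH-1*, a glycosylase gene of the same damage (2.00), the AP endonuclease gene *APE1L* (0.87, adjusted p = 0.018, and not called without Ws replicate 1 or 3 or 5-AC replicate 1 or 3, at 0.80, 0.80, 0.69 and 0.65) and both probe sets of *DME*, the demethylase of the central cell (1.11 and 0.93), rose. *NTH1* (-0.36, adjusted p = 0.082), *ZDP* (0.09) and *MBD4L* (-0.01) did not pass the test. *ROS1*, *OGG1* and *MMH-1* are named only through the paper's tables. The other 6 probe sets gave 3 higher and 0 lower after 5-AC, also when adjusted over the list alone, with a median of 0.48 (camera adjusted p = 0.51). That median was 0.30 to 0.58 with 1 array left out, and 0.09 at the lowest over the alternatives. In *ddm1* 0 of the 6 were called (also 0 at an unadjusted p under 0.05 and by the test of the methods). There *ROS1* was the only member with a named probe set that passed the test by limma, and the test of the methods did not call it. After 5-AC that test called 2 of the 6 higher. *DML3* has no named probe set and was not analysed here.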

*ROS1* and *DML3* encode DNA glycosylases that have been shown to be involved in active de-methylation of targets by base excision repair [24], [25], [26], this may indicate that these genes are negatively regulated by genomic hypomethylation or other effects of 5-AC treatment.

**Figure 3:**
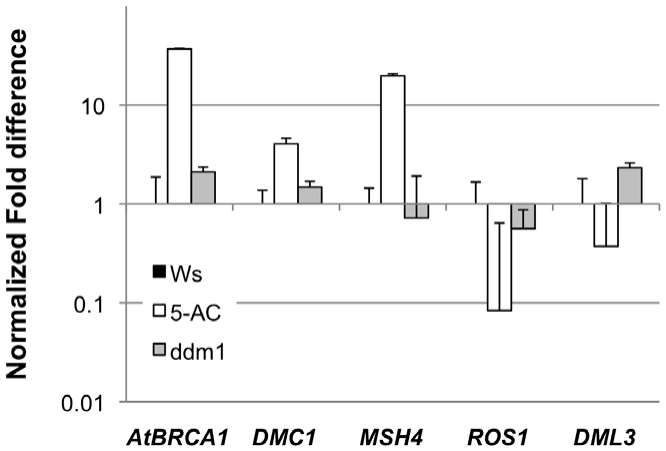
DNA damage repair genes are upregulated after 5-AC treatment. Quantitative RT-PCR expression ratios (5-AC and ddm1 normalized to Ws untreated control) for genes associated with repair of DNA damage or chromatin structure. Error bars indicate 95% confidence interval. *AtBRCA1, ARABIDOPSIS THALIANA BREAST CANCER SUSCEPTIBILITY1* (At4g21070); *DMC1, DISRUPTION OF MEIOTIC CONTROL1* (At3g22880); *ROS1, REPRESSOR OF SILENCING1* (At2g36490); *MSH4, MUTS HOMOLOG4* (At4g17380).

### Correlation with the other *Arabidopsis* chromatin mutants

The *homology dependent gene silencing1* (*hog1*) mutant is deficient in the *S*-adenosyl-L-homocysteine (SAH) hydrolase gene and shows reduced DNA methylation and upregulation of transposable element genes in genome wide expression profiling [27]. We compared expression of genes upregulated by *ddm1* in this experiment to the top 200 overexpressed genes in the *hog1* mutant (which used the same array as this study [28]) and observed that 26 of the *ddm1* overexpressed genes from our experiment were represented in the 200 most-overexpressed genes from the *hog1* mutant, and 83 of the genes significantly expressed after 5-AC treatment were also overexpressed in *hog1*. 

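Of the *hog1* section of Table S5 the copy at hand holds 7 loci, so the overlaps with *hog1* were not analysed here. These 7 were all higher after 5-AC by limma, with a median log2 change of 4.28, and were listed by the study from these arrays, which makes their direction no independent evidence. *EXO70H4*, an exocyst subunit of the trichome cell wall (4.81, standard error 0.29, adjusted p = 2.6e-07), *FMO1*, the monooxygenase of systemic resistance (4.28, standard error 0.19, adjusted p = 3.7e-08), the receptor kinase gene *CRK36* (3.94) and *CYP71A13* of camalexin synthesis (3.91) had log2 changes in *ddm1* of -0.16, 0.03, -0.26 and 0.15, none of which passed the test. AT4G29200 and AT5G41660 were higher in both comparisons, and *DIN2* was higher after 5-AC and lower in *ddm1*.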

An independent study profiled gene expression in another *ddm1* allele and the *mom1* mutant [29]. 

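Of the 10 loci that Table S5 lists as higher in *mom1* and *ddm1* and after 5-AC, 9 have a named probe set, and all 9 rose after 5-AC by limma, with a median log2 change of 3.79. AT4G10500 (5.71, standard error 0.40, adjusted p = 8.1e-07), *SARD1*, a transcription factor gene of salicylic acid synthesis (5.08 and 3.63 for its probe sets), *EDS5*, a transporter of that pathway (2.50), the receptor kinase gene *CRK7* (3.50) and the thioredoxin gene *TRX5* (1.81) were among them, with *PR2*. In *ddm1* 0 of the 9 were called by limma, by the test of the methods or at an unadjusted p under 0.05, with a median of 0.28. The largest value there was that of *PR2*, 1.61 (standard error 1.12, adjusted p = 0.99), whose Ws arrays varied widely (SD 1.84, n = 3), and without Ws replicate 3 it was 2.67 (adjusted p = 0.49 from limma). The study chose these loci for being higher after 5-AC, so their direction is not independent evidence.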

Only 10 of the 35 genes upregulated in *mom1* and *ddm1* were found to be upregulated after 5-AC treatment in the present study (Table S5). None of the *ddm1*-upregulated genes from this study were found to be co-regulated by *ddm1* and *mom1* in the previous study [29]. The array platform used for the *ddm1 mom1* profiling did not contain probes to interrogate as many of the transposable element open reading frames as the microarray used in the present study, therefore an extensive direct comparison is not possible. The response of the *ddm1*-regulated genes from this experiment in these related studies is shown graphically in Figure S5.

The role of methylation in control of gene expression on a global scale has previously been determined for the *Arabidopsis met1* cytosine methyltransferase mutants lacking CG methylation, and the triple mutant *drm1drm2cmt3* (*ddc*) which lacks CNN/CNG methylation [30]. We compared the genes significantly overexpressed in the *met1* mutant identified in that study with the genes significantly up-regulated after treatment with 5-AC and in the *ddm1* mutant. The majority (243) of the 319 MET1-regulated genes correspond to transcripts that are not present on the ATH1 array, located around the centromeres and pericentromeres. 

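The 27 loci of Table S5 that the paper takes as higher in *met1* were all higher after 5-AC by limma, with a median log2 change of 4.29 and a range from 0.40 for AT5G24240 to 8.57 for *BG3*. Transposable element genes made up 17 of the 27, led by AT3G30396 (8.19), AT2G13160, AT3G31955 and AT1G33130 (7.32, standard error 0.33, adjusted p = 3.7e-08). The probe sets of AT3G30396, AT3G31955 and AT1G33130 match several sequences. Also among the 27 loci were *FWA* (5.22, standard error 0.23, adjusted p = 2.8e-08), *QQS* (4.75, standard error 0.28, adjusted p = 2.7e-07), AT5G60800 (2.42) and *KELP*, a transcriptional coactivator gene (0.91). The study selected them as higher after 5-AC on these arrays, so this count is not independent evidence. The full list of genes higher in *met1* is not in the files, and no test against random sets was made.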

Of the 76 remaining genes, 13 were below the threshold of detection for our experiment, but 27 (35%) of these genes were found to be significantly up-regulated after 5-AC treatment, a fraction which is significantly higher than would be expected of two random gene sets of this size (Table S5). 14 of these 27 genes are annotated as transposable element-related sequences. 

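In *ddm1* 22 of the 27 *met1* loci of Table S5 were higher by limma, with a median log2 change of 5.78 over all 27. All 17 transposable element genes among them rose, from 2.90 for AT4G04430 upward, with AT1G44060 at 7.14 (standard error 0.19, adjusted p = 1.3e-09) and AT2G15140, whose probe set matches several sequences, at 7.04. *FWA*, *QQS* and AT4G29200 rose too, whereas *BG3* (0.11), *AZI1* (0.34), *KELP* (0.30), AT5G60800 (0.23) and AT5G24240 (-0.07) did not pass the test. The test of the methods called 6 of the 27, the number that Table S5 marks as changed in *ddm1*.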

8 of the genes upregulated in *met1* were found to be in the small and exclusive set of genes significantly upregulated in the *ddm1* mutant. In contrast, the genes that are up-regulated in the *drm1drm2cmt3* triple mutant (which are well-represented on the ATH1 microarray used in this study) are located in euchromatic regions, and only 15% are represented in the list of genes upregulated by 5-AC treatment. This fraction is close to what would be expected from comparing two random sets of genes this size (Table S5). None of these genes are significantly upregulated in the *ddm1* mutant. 

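Of the loci that Table S5 lists as higher in the triple mutant in the first study compared, 27 have a named probe set, and 26 of them were higher after 5-AC by limma, with AT3G02840 at 2.20 (standard error 0.95, adjusted p = 0.069). The expansin-like gene *EXLA1* (4.84), the pseudogene *RSU1*, *BAP1*, a membrane-associated inhibitor of cell death (2.73), and the sucrose transporter gene *SUC1* (1.84) were among those that rose. In *ddm1* 2 of the 27 rose by limma, namely *QQS* and a probe set shared by AT2G19850 and AT3G54730 (log2 change 6.13, standard error 0.25, adjusted p = 3.2e-08), and 0 by the test of the methods, with a median of -0.03 over the 27. Another 17 loci of that section were lower after 5-AC (median -2.96), among them *PnsL1*, a subunit of the chloroplast NADH dehydrogenase-like complex (-4.83), *SNG1* of sinapate ester synthesis (-4.02) and *GAPB*, and 0 were called in *ddm1* by limma, by the test of the methods or at an unadjusted p under 0.05. In the section of the second study 18 loci were higher after 5-AC, of which *QQS* and AT4G29200 were also higher in *ddm1*, and 14 were lower. For the *rdr2* mutant 7 loci were higher, with *QQS* the one also higher in *ddm1*, and 8 were lower. The study listed all of these as changed by 5-AC on these arrays, so the counts after 5-AC are not independent evidence.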

Taken together, these results are consistent with a model where the *ddm1* mutant is primarily affected in CG methylation, which is maintained by the MET1 methyltransferase and inhibited by 5-AC, and this form of cytosine methylation is necessary and sufficient for the transcriptional silencing of transposable elements located in centromeric and pericentromeric regions. CNG/CNN methylation requiring *DRM1*, *DRM2* and *CMT3*, which is not inhibited by 5-AC, affects a different subset of genes located in euchromatin which have a variety of developmental functions, and their expression is largely unaffected by the *ddm1* mutation (Figures S7 and S8) [30], [31].

## Discussion

These results indicate that use of inhibitors of cytosine methylation can directly or indirectly influence the expression of genes throughout the genome, but that the loss of DDM1 has little effect on the expression of genes that are influenced by DNA methylation but are located in the euchromatic chromosome arms. This finding is consistent with the reported role of DDM1 in maintaining heterochromatic silence of transposable elements, and the tendency for transposable elements to occur most frequently in the centromeric and pericentromeric regions [32], [33]. 

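When the 5-AC-treated and the *ddm1* seedlings were compared directly, 5291 probe sets were higher after 5-AC and 4419 were lower by limma, or 4174 and 5236 with each array centred on the housekeeping genes. *BG3* (log2 difference 8.46), *SAG29* (8.02) and *DIN2* (7.49) were the furthest above *ddm1*. On the chromosome arms, 2651 probe sets outside the pericentromeric windows were higher after 5-AC and 51 higher in *ddm1*, each against Ws. *QQS* had a difference of -0.24 between the treatments, which did not pass the test. From its results the paper concludes that inhibitors of cytosine methylation can influence genes across the genome, directly or indirectly, and that loss of DDM1 has little effect on genes of the euchromatic arms that DNA methylation influences. The test of the methods called 5166 probe sets in this comparison.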

Other heterochromatin-remodeling proteins, for example, CHROMATIN ASSEMBLY FACTOR-1, do not exhibit this kind of regionally-delimited regulatory activity [34]. Many of the transposable-element encoding sequences are highly and significantly upregulated in the *hog1* mutant as well as in the *ddm1* mutant (Figure S5) [28]. This is consistent with the role of DNA methylation, requiring HOG1, DDM1, and MET1 in maintaining transcriptional silence of transposable elements [8].

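Nuclear genes of photosynthesis also fell after 5-AC, in all 5 named probe sets of a list of 30 members. Of the 5, 2 are named only through the paper's tables, and the list was written with those tables in view. Their direction is therefore not independent evidence. The light-harvesting genes *LHCB4.2* (log2 change -5.26, standard error 0.84, adjusted p = 3.0e-04 from limma) and *LHCB4.1* (-2.56, standard error 0.43, adjusted p = 4.3e-04) and the Rubisco activase gene *RCA* (-2.10, standard error 0.39, adjusted p = 7.7e-04) are named by the platform's table. All 3 were also lower when adjusted over the list alone, and 0 by the test of the methods, with a median of -2.56 (camera adjusted p = 0.12, and adjusted p = 0.71 with an estimated correlation). On 5-AC replicate 3 all 3 stood above the other 5-AC arrays. Without it *LHCB4.2* had -6.58, *LHCB4.1* -3.22 and *LHCB2.4* -7.68, and the list passed the test (median -3.22, camera adjusted p = 0.0035), and without 5-AC replicate 2 *LHCB4.2* had -4.33. *LHCB2.4* and *GAPB*, an enzyme of the Calvin cycle (-2.97, standard error 0.19, adjusted p = 3.9e-07), are named through the paper's tables. In *ddm1* 0 of the 5 were called by limma or by the test of the methods, and the 1 lower at an unadjusted p under 0.05 was *LHCB2.4*, at -1.36 (standard error 0.46, adjusted p = 0.42) with the other 4 between -0.03 and 0.03. When both treatments were compared directly, the 3 platform-named genes were lower after 5-AC than in *ddm1*.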

The significant and unexpected effect on 5-AC expression on plastid gene expression may indicate that this chemical treatment could affect plastid metabolism or viability, possibly due to misexpression of vital nuclear encoded plastid proteins. Consistent with this observation, seedlings treated with 5-AC have a chlorotic, stunted appearance suggesting that plastid health may be compromised, in contrast to *ddm1* mutant seedlings that appear identical to wild-type seedlings at this stage (Figure S3.) Although a subset of the genes that changed in expression after 5-AC treatment were found to be misregulated in the chromatin mutants, indicating a role for methylation in regulation of expression (Table S5), the majority of genes which increased or decreased in expression were not found to be misregulated in the chromatin mutants (Figure S6). The global effects of 5-AC on gene expression may be a result of indirect effects of this inhibitor which result in DNA damage. Studies which include chemical treatments that perturb methylation are complicated by the fact that genomic hypomethylation caused by 5-AC treatment has also been shown to induce double stranded DNA breaks, and expression of DNA-damage response genes [19], [23]. Treatment conditions are clearly an important variable when using chemical inhibitors of chromatin structure. Analysis of gene expression in mutants with specific defects in chromatin organization, such as *ddm1*, reveal effects on transcription for genes in the transposable elements class consistent with changes in chromatin structure confined to heterochromatic regions.

## Materials and Methods

### Plant materials and growth conditions

Wild-type *Arabidopsis* (ecotype Ws) and *ddm1* seeds were germinated in 0.5× MS liquid media (containing 1% sucrose) at 21°C in continuous white light. For 5-AC treatments, 20 mg/L 5-AC (5-aza-2′deoxycytidine, Sigma #A-3656) in DMSO was added to media after germination, and media and inhibitors were replaced for all seedlings after 5 days, tissue was harvested after 14 days. The *ddm1* mutant used in this study was isolated from the Wisconsin T-DNA insert collection in the Ws ecotype by PCR screening. The T-DNA is located 2275 base pairs from the translation start site. The homozygous mutant was backcrossed and allowed to self-pollinate for 3 generations, and homozygous mutants were found to have reduced genomic DNA methylation (SL, unpublished results). RNA was extracted using the Qiagen Plant RNeasy kit according to manufacturers instructions (Qiagen, Valencia, CA, USA). Three biological replicates were performed for the wild-type, mutant, and treatment.

For verification of gene expression, seedlings were grown independently and RNA extracted as described above, and reverse transcription was performed on 5 µg RNA using the SuperScript III Kit (18080-051, Invitrogen, Carlsbad, CA) and this was diluted 10 fold for use as a template for quantitative PCR (qPCR). qPCR was performed on the ABI 7300 Sequence Detection System at the University of Chicago Functional Genomics Facility, with ABI SYBR-Green PCR core reagent kits (#4304886, Applied Biosystems, Foster City, CA). Transcript abundance was normalized to expression of the ACTIN7 gene, and expressed relative to wild type levels for three biological replicates. A list of qPCR primer sequences is provided in Table S6. For bisulfite sequencing, DNA was prepared as described [7] and treated using the EZ DNA Methylation-Gold Kit (Zymo Research, CA), a ∼500 bp methylated region of At1g65380 (*CLAVATA2*) was amplified for sequencing, captured in the pCR2.1TOPO cloning vector (Invitrogen, Carlsbad, CA) and ten clones were sequenced for each treatment/genotype. For chromatin immunopreciptiation, the Chromatin Immunoprecipitation Assay Kit (Millipore, 17–295) was used following kit protocols, and DNA was precipitated using the anti 5-methylcytosine polyclonal antibody (20-CS9, Fitzgerald Industries International, Concord, MA).

### Microarray Data Analysis

The array used was the Affymetrix ATH1 array with approximately 22,000 genic probesets. Microarray expression was calculated using gcRMA 2.2.0 as implemented in Bioconductor 1.7 [35]. We first selected genes (17204 probesets) with a “present” call on 2 or more arrays using Affymetrix MAS 5.0 software. To identify differentially expressed genes we used a two-tailed, type 3, t-test followed by false discovery rate correction for multiple testing with a significance cutoff of  = 0.05 [36], as implemented in the Bioconductor GeneTS package). Gene annotations were obtained from the AGI annotation of Affymetrix array elements, available at (ftp://ftp.arabidopsis.org, dated 7-29-2009). Positions of genes were obtained from the AGI annotation of Affymetrix array elements, available at (ftp://ftp.arabidopsis.org, dated 7-14-2006), and corresponding to the closest match for the probeset. Plots of gene expression on the chromosomes were generated in R v. 2.2.0. MIAME-compliant microarray data from this study is deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) as accession number GSE25067. Gene expression data for other chromatin mutants used for purposes of comparison was obtained from publicly available datasets at GEO (GSE6166, GSE5771, and GSE5074).

## Supporting Information

Figure S1 **Cytosine methylation after 5-AC treatment and in the** ***ddm1*** **mutant.** A. Quantitation of C, CNG, and CG methylation determined by bisulfite sequencing of a methylated region of the *CLAVATA2* gene promoter to assess cytosine methylation in control, 5-AC-treated, and *ddm1* seedlings, expressed as a percentage of the total number of cytosine residues in the sequence. B. Chromatin immunoprecipitation from control and 5-AC-treated DNA was followed by PCR amplification of centromeric repeats to assess cytosine methylation. Leftmost lane on top and bottom is the DNA size marker, primer pair 3 amplifies 180 bp-centromeric repeats, which are methylated in control DNA. Precipitation efficiency is reduced in 5-AC-treated DNA. The other primer sets (lanes 1,2, and 4) are part of an independent study.
(TIF)

Figure S2 **Fold difference and p-values for microarray experiment.** *p*-values and log_2_ fold-change values from microarray data. A. For 5-AC treated seedlings. B. For *ddm1* mutant seedlings. False discovery-corrected significance cutoff for each experiment is indicated by the red line.
(TIF)

Figure S3 **5-AC treated seedlings.** Control (Ws) and 5-AC treated seedlings after 14 days growth in experimental conditions (see methods).
(TIF)

Figure S4 **5-AC response is correlated with genotoxic response.** Comparison of induction of selected 5-AC responsive genes with putative functions in DNA damage repair and after treatment with mitomycin and bleomycin (genotoxic stress timecourse dataset from AtGenExpress).
(TIF)

Figure S5 **Expression of** ***ddm1*** **-upregulated genes in other expression profiling studies.** Log fold difference for mutant/wild-type or treatment/control for 121 genes with the largest *ddm1-101*/control fold change (from this study) visualized by hierarchical clustering. Missing values (genes not interrogated by the array) for the *mom1* and *ddm1-5* samples [29] are in white.
(TIF)

Figure S6 **Expression of genes affected by 5-AC treatment in other expression profiling studies.** Log fold difference for mutant/wild-type or treatment/control for 3347 genes with the largest 5-AC/control fold change (from this study) visualized by hierarchical clustering. Missing values (genes not interrogated by the array) for the *mom1* and *ddm1-5* samples [29] are in white.
(TIF)

Figure S7 **Expression of** ***met1*** **-regulated genes in** ***ddm1*** **and 5-AC treated seedlings.** Log fold difference for mutant/wild-type or treatment/control for 200 genes found to be upregulated in the *met1* mutant [30]. Missing values for the *ddm1* and 5-AC samples are in white.
(TIF)

Figure S8 **Expression of** ***ddc*** **-regulated genes in** ***ddm1*** **and 5-AC treated seedlings.** Log fold difference for mutant/wild-type or treatment/control for 213 genes found to be upregulated in the *ddc* triple mutant [30]. Missing values for the *ddm1* and 5-AC samples are in white.
(TIF)

Table S1 Genes significantly up- or down-regulated in the *ddm1* mutant.
(XLSX)

Table S2 Genes significantly upregulated after 5-AC treatment.
(XLSX)

Table S3 Genes significantly downregulated after 5-AC treatment.
(XLSX)

Table S4 Genes with common regulation between 5-AC treatment experiments.
(XLSX)

Table S5 Overlap between genes upregulated in *ddm1* or after 5-AC and other global gene expression studies in chromatin mutants.
(XLSX)

Table S6 Primer sequences for qPCR.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

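RNA from Arabidopsis seedlings of ecotype Ws was measured on Affymetrix ATH1 arrays in 4 groups of 3 arrays each: untreated Ws, Ws treated with 5-AC at 20 mg/L, the *ddm1* mutant, and Ws treated with trichostatin A (TSA, 2.5 mg/L), a histone deacetylase inhibitor. The TSA group is known from the sample labels alone, and the paper does not report on it. The replicates are called biological in the paper. The *DDM1* probe set does not tell which part of the transcript it measures, so it does not check the labels of the mutant.

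The log2 values used here are those deposited by the authors, who computed them with gcRMA 2.2.0 in Bioconductor 1.7, with background adjusted for probe sequence, quantile normalization between arrays and 1 value per probe set. The methods also used present calls of MAS 5.0 software, which were not used here. Arrays give no count of molecules, so their number limits the precision, and fold changes of probe sets near the floor of the signal depend on the background level. A probe set was taken as near the floor in a group when each array of the group had it below its 25th percentile.

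Of the 22810 probe sets 64 controls were left out, and the 17204 with the highest values in second place over the 12 arrays were tested, the number that the methods give as present. The lowest such value kept was 2.98. By this rule a probe set low in Ws can be kept because it is high in another group. All columns of the table were used. Linear models were fitted to all 12 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 coefficient per group, no covariate), and 5-AC, *ddm1* and TSA were each compared with Ws, and 5-AC with *ddm1*. Tests were two-sided with Benjamini-Hochberg adjustment over the probe sets tested and a threshold of 0.05. Tables were joined with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.

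Probe sets were named by the platform's table, with 13515 for 1 gene and 495 for several. It names no gene for 8736, of which 1861 are named by the paper's Tables S1, S2, S3, S4 and S5. The copies of Tables S2 and S3 used here hold the first 1997 of the paper's 2525 rows and the first 1998 of its 2023 rows, and those of Table S4 and of the *hog1* section of Table S5 hold fewer loci than the paper gives, so no overlap, enrichment or list test was run on them. Tables S1, S2 and S3 list genes that the study called on these arrays, so a gene named through them was selected for its change. Transposable element genes were taken as the genes of RefSeq type pseudogene, and pseudogenes as those of type transcribed pseudogene. Of 45 loci that the paper's tables describe as transposable elements 44 have the first of these types, and of 3721 other loci 0 have it. Genes of the chloroplast and mitochondrial genomes were taken by their chromosome in RefSeq. Where the gene of a probe set was not in RefSeq, a mitochondrial gene was taken by its symbol in the platform's table.

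Other gene lists were written from general knowledge before the data were examined, as were the comparisons, the filter, the tests, the windows and all alternatives but 1. They cover genes induced by DNA damage, double-strand break and mismatch repair, base excision repair, DNA methylation and silencing machinery, known methylation-silenced genes, nuclear photosynthesis, salicylic acid and defence, senescence, cell division, DNA replication, root hairs, other root genes, seed maturation, xenobiotic detoxification, flavonoids, histone deacetylases and housekeeping. Those on defence, senescence, photosynthesis, roots and xenobiotics were written with the paper's tables in view. Each list was compared with all other probe sets by camera in limma, with a preset correlation of 0.01 and again with an estimated correlation, and its members were tested together by fry. Only members named by the platform's table entered, since the others are named only because they changed after 5-AC. Some of those that entered, such as *SAG29* and *QQS*, are in the paper's tables as well, and in a list written with these tables in view the direction after 5-AC is not independent evidence. Adjustment covered 26 list tests for 5-AC and *ddm1* together, 13 for TSA and 13 for 5-AC against *ddm1*. For each list the members called were also counted with p-values adjusted over the list alone.

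The genes named in the text follow a rule: in each comparison with Ws the 10 highest and 10 lowest log2 changes among probe sets past the threshold whose arrays do not overlap between the groups, every gene that the paper names in its text and that has a named probe set, and the 4 members of each list with the largest change. Values of some of these in Tables S1, S2, S3, S4 and S5 had been seen. The loci of Tables S1, S4 and S5 are named as examples of those tables, and *CMT3*, *DRM1*, *DRM2*, *CLV2*, *DML3*, *SAHH1* and *MOM1* are not analysed here. Results for some genes of the lists are not reported here.

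Pericentromeric windows were set by locus codes, from AT1G32000 to AT1G48000, AT2G03500 to AT2G16500, AT3G27800 to AT3G47000, AT4G03400 to AT4G10100 and AT5G25900 to AT5G40000, and 1086 of the 9447 probe sets placed on chromosomes lie inside. Higher or lower probe sets inside and outside were compared with Fisher's exact test, in which probe sets are not independent replicates. The comparisons of 5-AC, *ddm1* and TSA share the 3 Ws arrays, so the overlaps of their calls were set beside those of independent lists and of 100 simulated pairs of unchanged groups against those arrays, which leave out any correlation of same-numbered arrays. With almost no calls in unchanged groups, the simulated counts cannot show how many shared calls come from the Ws arrays.

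The labels give replicate numbers in each group. Whether they pair the arrays was checked by correlating each array's deviations from its group mean with those of the array of the same number. For Ws and *ddm1* the correlations were 0.41, 0.52 and 0.23, and for 5-AC and *ddm1* 0.26, 0.12 and 0.11, each over the 0.1 taken as pairing. They were 0.13, 0.13 and 0.18 for 5-AC and TSA, which were not compared with each other. This pairing comes from the data, not from the paper or the labels, and with the replicate number as a block 266 probe sets changed in *ddm1* and 10011 between 5-AC and *ddm1*.

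Before use, the fits were tested on simulated values for the 17204 probe sets, with 50 probe sets changed at each of 4 sizes. For 5-AC the limma fit recovered 42% of those with a log2 change of 1, 80% at 2, 98% at 3 and 100% at 4, and the pairwise test of the methods 0%, 16%, 34% and 56%. For *ddm1* these were 46%, 90%, 96% and 100%, and 2%, 14%, 28% and 40%. False calls by limma numbered 11 and 3, and by the test of the methods 1 and 1. All simulated groups had the Ws means, and the 5-AC and *ddm1* runs differed only by the random draw. After 5-AC limma called 9804 of the real probe sets, far more than were changed in the simulation. The shares recovered therefore do not give the power of the 5-AC comparison.

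The alternatives were no filter, a stricter filter that kept 11373 probe sets, a fit to only the 2 groups compared, a variance prior with trend, centring of each array on its median or on the housekeeping genes *SAND*, *UBC21* and *TIP41L*, probe sets for a single sequence, the replicate block, the pairwise test of the methods, changes of at least a doubling or halving, narrower windows, windows without transposable element genes, an estimated correlation for the lists, and each array left out in turn. The replicate block with only the 2 groups compared was added after seeing the data. Quantitative PCR, bisulfite sequencing and the arrays of other studies are not analysed here.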

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

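The tests of explanations given here (random lists of matched level, the spread of members about their median, loci of chromosome 2, the shares of transposable element genes and of probe sets that share signal between loci) and the counts over other splits of the arrays were chosen after the results were seen.

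Seedlings labelled TSA, a group that the paper does not report on, differed from untreated Ws at 2477 probe sets by limma, with 1224 higher and 1253 lower (2480 and 2424 at an unadjusted p under 0.05, and 8 in all by the test of the methods). With each array centred on the housekeeping genes 941 were higher and 1457 lower. The count was 1578 without Ws replicate 1, 1676 without Ws replicate 2 and 1545 without TSA replicate 2. When only the 6 arrays compared were fitted and split in other ways into 3 and 3, the real groups gave 1643 and the highest of the other splits 0. The same fits gave 8710 and 0 for 5-AC, 213 and 1 for *ddm1*, and 9259 and 0 for 5-AC against *ddm1*, and 10 splits are too few for a share under 0.05. Of the probe sets lower with TSA, 884 were also lower after 5-AC, which the paper does not report, against 328.3 for independent lists and at most 1 in 100 simulated pairs of unchanged groups. Such groups give almost no calls, so that simulated count cannot show how much of the overlap comes from the shared Ws arrays. The number higher in both was 544 (376.8 for independent lists), and 121 were higher after 5-AC and lower with TSA while 259 went the other way. The covariance of the log2 changes was 0.416, against 0.0431 simulated. Their correlation was 0.39 (0.50 simulated), and 63.6% of probe sets had the same sign in both (66.7% simulated). In unchanged groups the shared Ws arrays alone set that correlation and share of signs, and real changes move both. The correlation and the share of signs therefore cannot tell whether the groups share a response. Part of the excess of shared calls may come from the Ws arrays that both comparisons use. Same-numbered arrays of 5-AC and TSA deviated together (correlations of 0.13, 0.13 and 0.18), which the simulated groups leave out. With the replicate block 2889 probe sets changed with TSA.

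Transcripts of the mitochondrial genome were higher with TSA, in data that the paper does not report, with a median log2 change of 2.08 and 16 of 20 probe sets higher and 1 lower by limma (camera adjusted p = 1.0e-15, and adjusted p = 0.15 with an estimated correlation). The median was 3.44 with the stricter filter, which favours probe sets high in any group, over 13 probe sets. It was 1.78 to 2.48 with 1 array left out. Of the 20 probe sets 5 lay near the floor of the signal in Ws, so that their fold changes depend on the background level. The highest median of 10000 random lists of nuclear probe sets at the same level in Ws was 0.48, which argues against scaling or background as the whole cause. Of the 20 members, 15 had a 95% interval that excluded the median, and *ccmFN1* was lower (-1.03). This spread cannot decide whether the extract held more mitochondrial RNA, since probe sets of the same gene, *nad1*, also differed (1.80 to 5.73). More mitochondrial RNA in the extract therefore stays open. Copies of mitochondrial genes in the nuclear genome on chromosome 2 cannot be told apart from the organelle's own transcripts, since 17 probe sets named for loci of that region had a median of 1.90, with 13 higher, and the files do not tell which genome their signal comes from. A response to TSA is a candidate explanation that stays open beside them.

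In *ddm1* limma called 199 probe sets higher that the test of the methods did not call and that the paper's Table S1 does not list. Chance calls as the whole cause are argued against by the transposable element genes, which made up 131 of the 172 with a platform name (76.2%) and 192 of 9338 other probe sets (2.06%), an odds ratio of 151.5 (95% interval 102.9 to 228.3, Fisher's exact test, two-sided, p = 1.1e-166). Signal shared between loci stays open as a part of the cause, since 80 of the 199 are probe sets that match several sequences (40.2%, against 4.32% of other probe sets), and within the transposable element genes these were also more frequent among the 199 (odds ratio 3.39, 95% interval 2.09 to 5.53, p = 1.6e-07 from the same exact test). The other 119 are probe sets for a single sequence. A response of these loci in *ddm1* is a candidate explanation beside it, as a hypothesis from the same data.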

How the results depend on the processing

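The replicate block with only the 2 groups compared was the 1 test here chosen after the data were seen, and the cause of each change below was not tested unless named. By the test of the methods 4554 probe sets changed after 5-AC, 35 in *ddm1*, 8 with TSA and 5166 between 5-AC and *ddm1*, and 25 were higher in both 5-AC and *ddm1*. With at least a doubling or halving required, the counts were 5965 for 5-AC, 1428 for TSA and 5867 for 5-AC against *ddm1*, fewer by construction. With the stricter filter 148 probe sets changed in *ddm1*, and with probe sets for a single sequence 150 changed in *ddm1* and 53 were higher in both 5-AC and *ddm1*, with fewer probe sets tested in each case. With TSA 1643 changed when only the 2 groups were fitted, 1304 with the replicate block as well, and 1545 to 2599 when 1 array was left out (1578 without Ws replicate 1, 1676 without Ws replicate 2, 1545 without TSA replicate 2). The median change of transposable element genes after 5-AC was 0.0007 without a filter (camera adjusted p = 0.10), 0.0493 with probe sets for a single sequence (adjusted p = 0.079) and -0.11 with centring on housekeeping genes, where camera still placed the list higher (adjusted p = 4.2e-05), and at 0.14 the list did not pass with an estimated correlation (adjusted p = 0.61, the highest over its alternatives). With the stricter filter, which favours probe sets high in any group, it was 4.14 after 5-AC and 5.27 in *ddm1*, over 99 probe sets. In *ddm1* it was 0.0223 with probe sets for a single sequence and -0.0245 without a filter, where camera placed the list higher (adjusted p = 1.9e-09) and 159 of 923 were called higher. Pseudogene medians turned to 4.25 after 5-AC and 0.33 in *ddm1* with the stricter filter, on 4 probe sets selected in the same way, and 10 pseudogenes changed with centring on housekeeping genes. The nuclear photosynthesis genes passed the list test after 5-AC without 5-AC replicate 3 (-3.22, camera adjusted p = 0.0035, highest 0.71 over the alternatives), the senescence genes without 5-AC replicate 2 (6.11, camera adjusted p = 0.035, highest 0.51) and with centring on housekeeping genes (6.33), and the root hair genes in *ddm1* without Ws replicate 1 (0.60, camera adjusted p = 0.0054, highest 0.98). The lists of base excision repair, cell division and root hair genes have no value with the stricter filter, which left too few members. Chloroplast transcripts after 5-AC, at -2.05, did not pass with an estimated correlation (adjusted p = 0.51). In *ddm1* they passed with the stricter filter (-0.13) and without Ws replicate 1 (-0.20), in a range from -0.20 to 0.0225 over the arrays left out, and the highest adjusted p over these alternatives was 0.97. The pericentromeric odds ratio of higher probe sets after 5-AC turned to 1.28 with the stricter filter, 1.09 by the test of the methods and 1.02 with at least a doubling, and lost its call in the fit of only the 2 groups (0.911), with a trend in the prior (0.871), with centring on medians (0.874) or housekeeping genes (0.943) and with narrower windows (0.849). Over all alternatives it ran from 0.554 to 1.28. It was 0.849 to 0.921 when 1 array was left out, and lost its call without Ws replicate 1 (0.895), Ws replicate 2 (0.889) and 5-AC replicate 3 (0.921). For *ddm1* the odds ratio kept its direction and call under all 18 alternatives, from 5.48 to 36.7. Same-numbered arrays had correlations of 0.19, -0.06 and -0.08 for Ws and 5-AC and 0.24, -0.06 and 0.15 for Ws and TSA, so these share only a number, and the replicate block gave 10205 and 2889 probe sets. The block changed no other call of the counts, lists and windows. Over 148 named probe sets, 2104 of 2175 values for 5-AC kept their direction and call, 61 lost and 10 gained a call, and 0 turned in a called direction. For *ddm1* these were 2139, 35, 1 and 0, and for TSA 2043, 112, 20 and 0. Where a gene lies near the floor of the signal in Ws, the level over background limits what its fold change can show.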

Differences from the paper's values

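All alternatives named in this part were set before the data were examined, and no test was added here after the result was seen.

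The paper reports 35 genes changed in *ddm1* at an adjusted p under 0.05, and limma at the same threshold called 269 probe sets. Of 16 alternatives, the pairwise test of the methods gave 35, and the other 15 gave 148 to 278 and differed from the paper's value.

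For 5-AC, the paper's Table S2 is stated to hold 2525 genes and its Table S3 2023, where limma called 5296 higher and 4508 lower. The test of the methods (2528 and 2026) and the requirement of at least a doubling or halving (2983 and 2982) came within 1.5 times the paper's values, and the other 14 alternatives did not, at 3848 to 5486 higher and 3273 to 6033 lower.

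The paper gives changes after 5-AC of up to 100-fold, and the highest value among called probe sets was 423.9-fold. Elsewhere the paper reports rises of 100-fold or more for many transposable elements after 5-AC and in *ddm1*. None of the 16 alternatives came within 1.5 times the paper's value (355.9 to 941.8). The statement is made of Fig. 2, whose highest value is about 1.3, read by eye, against 2.63 here as a log10 fold and 1.52 as the natural log of the ratio of mean log2 values, and which scale the figure uses was not settled. The paper's own Table S2 reaches a log2 value of 8.57, which is also above 100-fold. In Tables S1 and S2 of the paper the log2 value is that of the ratio of unlogged group means, at a median gap of 9.8e-05 from that scale for Table S1, and all 35 signs of that table match.

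The paper counts 113 pseudogenes on the array and 33 called present, and here 66 probe sets are of RefSeq type transcribed pseudogene, of which 21 passed the filter on low values. This class is not the AGI class of the paper, so the counts are not of the same set. No alternative changes the number on the array, and of the 3 alternatives for the number tested (4 to 66) none came within the paper's value. The paper gives 2 pseudogenes changed in either comparison, and limma called 6. All 19 alternatives gave 4 to 10 and differed from the paper's value.

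The paper's text gives 8 genes higher in *met1* as also higher in *ddm1*, without stating that these are among the 27 of Table S5. Of those 27, 22 were higher by limma. Probe sets for a single sequence (9) and the test of the methods (6) came within the paper's value, and the other 14 alternatives gave 22. With probe sets for a single sequence fewer of the 27 loci remained (14 were higher after 5-AC), so the 9 is not a count out of 27.

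Fig. 1 was read by eye. For 5-AC its class below 1 holds about 25 transposable element genes and its class from 1 to 2 about 150, against 55 and 227 probe sets here, and for *ddm1* its class below 1 holds about 28, against 120. These counts are on the ratio of the mean log2 values, the scale on which the 3 classes above 2 come within 1.5 times the figure's for both groups (42, 24 and 1 probe sets for 5-AC, and 56, 40 and 4 for *ddm1*). On the log2 fold scale the counts below 1 would be 244 and 193. No alternative was computed for this figure, and the paper counts 240 genes in it, where 349 probe sets were tested.

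The paper states that genes of the mitochondrial genome did not change significantly after 5-AC. The list did not pass the test here either (median 0.02, camera adjusted p = 0.86), while 7 of its 20 probe sets were called by limma, 2 higher and 5 lower, and 2 by the test of the methods.

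The paper states that none of the genes shared with the triple methyltransferase mutant was significantly higher in *ddm1*. Of the 27 loci listed for the first study, 25 were not called in *ddm1* by limma, and *QQS* (log2 change 5.00) and the probe set of AT2G19850 and AT3G54730 (6.13) were higher, whereas the test of the methods called 0. Of the 18 listed for the second study, *QQS* and AT4G29200 (5.00) were higher by limma, and the test of the methods called 1.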

Other observations

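The tests of explanations for the chloroplast transcripts in the last paragraph were chosen after the result was seen.

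Seedlings treated with TSA (2.5 mg/L) had mitochondrial transcripts among their largest increases. All 4 probe sets of *nad1*, a subunit of complex I, rose (log2 change 5.73 and 5.36, adjusted p = 1.6e-06 and 5.4e-08 from limma, and 2.36 and 1.80), as did both of *nad5* (4.38 and 4.25), and *nad4* (0.15), *nad7* (0.19) and *nad2* (0.09) did not pass the test. In Ws the *nad1* probe sets at 5.73 and 5.36 had means of 2.56 and 2.46, and the *nad5* probe set at 4.38 had 2.38. These means lie below the 25th percentile in Ws (2.65), so the sizes of these rises depend on the background level. Others of the 10 largest were the chitinase-like gene AT2G43620 (4.60), AT1G72060 (4.50), AT1G29090 (4.22), *CYP81D8* (4.07), the ethylene synthesis gene *ACS7* (4.05) and AT2G07722 (4.04). The largest decreases were in *MLP328* (-7.50), the defensin genes *PDF1.2* (-6.53) and *PDF1.2b* (-6.45), the probe sets of AT3G25820 and AT3G25830 (-6.17) and of AT4G11310 and AT4G11320 (-5.85), AT4G14060 (-5.96), AT1G64590 (-5.79), *CYP81F4*, an enzyme of indole glucosinolate synthesis (-5.71), AT3G26460 (-5.61) and AT5G37990 (-5.38). The thalianol pathway genes *THAS1* (-5.17) and *THAH* (-4.43), the root genes *CASP1* (-1.63) and *AGP3* (-1.73), *DIN2* (-2.91, near the floor of the signal with TSA) and *ROS1* (-1.22) fell. Of 14 defence probe sets, all named through the paper's tables, 4 were higher by limma, 7 at an unadjusted p under 0.05 and 0 by the test of the methods, namely 1 of 2 for *SARD1* (2.74, the other 1.35 with adjusted p = 0.18) and those of *CBP60G* (2.45), *ICS1* (2.24) and *EDS1* (1.37). When 1 array was left out *SARD1* had 1.97 (without TSA replicate 2) to 3.57 (without TSA replicate 3) and *CBP60G* 1.81 to 3.42 without the same arrays, and the calls were lost without Ws replicate 1, Ws replicate 2 or TSA replicate 1, and for *CBP60G* also without Ws replicate 3 or TSA replicate 2. *WRKY53* (3.69, or 2.87 without TSA replicate 2 and 4.36 without TSA replicate 3), *FLC* (2.30) and the DNA damage genes *GMI1* (1.57), *CYCB1;1* (1.19), *NAC103* (1.15) and *TK1A* (0.88) rose, as did *DMC1* (1.36) and *HOP2* (0.40), *SUVH4* (0.80), *HDT3* (0.54) and both probe sets of *DME* (1.27 and 0.57). Without 1 array the calls of some of these were lost, with the values nearest 0 at 0.38 for *HOP2*, 0.44 for *HDT3*, 0.45 for the *DME* probe set at 0.57, 0.60 for *SUVH4*, 1.07 for *NAC103*, -1.16 for *AGP3* and -1.48 for *CASP1* (without TSA replicate 1, TSA replicate 1, TSA replicate 3, Ws replicate 1, Ws replicate 2, Ws replicate 1 and Ws replicate 1). Without TSA replicate 3 *MLP328* had -8.23, *CYP81F4* -6.43, AT3G25820 and AT3G25830 -6.84, *PDF1.2b* -5.85, *THAH* -5.11 and *ACS7* 4.88, without TSA replicate 2 *MLP328* had -6.85, *THAH* -3.66 and AT2G43620 4.00, without Ws replicate 1 *PDF1.2* had -5.93 and *PDF1.2b* -5.75, and without Ws replicate 3 AT2G43620 had 5.29. Genes named through the paper's tables were selected for their change after 5-AC, against the same Ws arrays. A change of 100-fold or more was found for 0 probe sets that rose and 1 that fell, and the arrays did not overlap for 2451 of the probe sets called, and for 34.6% of all, against 10% by chance.

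Of the 349 transposable element probe sets 1 was higher and 3 were lower with TSA (limma, median 0.09, camera adjusted p = 0.10, and 0 of either adjusted over the list alone), at an unadjusted p under 0.05 the counts were 7 and 8, and the test of the methods called 0. AT3G21020 rose (0.73), and AT4G10580 (-1.36, and not called without TSA replicate 1, at -1.38, or TSA replicate 2), AT3G31970 (-1.08) and AT2G14650 (-1.06), whose probe sets match several sequences, fell. Among 21 pseudogenes AT5G04880 rose (0.74, and not called without Ws replicate 3, at 0.52, or TSA replicate 1, at 0.55), and 0 passed when adjusted over the list alone. Chloroplast transcripts were higher in 16 of 77 probe sets and lower in 1 (20 and 3 adjusted over the list alone), with a median of 0.18 (camera adjusted p = 0.013, and adjusted p = 0.79 with an estimated correlation), led by *rpoB* (1.51), *rps16* (1.47), *ycf1* (1.31) and *ndhB* (1.17, and not called without Ws replicate 1, at 0.98, or TSA replicate 2, at 0.87). The call of this list was lost without Ws replicate 1 (0.0491), without TSA replicate 3 (0.18) and with the stricter filter (0.16), and the transposable element genes passed without a filter (0.04, camera adjusted p = 0.0015), without TSA replicate 1 (0.12), with probe sets for a single sequence (0.10) and in the fit of only the 2 groups. The mitochondrial counts were the same when adjusted over the list alone, and the test of the methods called 0 of these 20. Of the base excision repair genes both *DME* probe sets of 6 were higher, of the senescence genes *WRKY53* of 2, and of the xenobiotic genes *GSTU25* (-1.42) was lower of 3, or 2 lower adjusted over the list alone. In the other lists 0 platform-named members were called by limma or the test of the methods, and 1 root hair gene was lower at an unadjusted p under 0.05. Pericentromeric windows held 51 of 599 higher probe sets (odds ratio 0.703, Fisher's exact test, two-sided, p = 0.017) and 67 of 628 lower ones (0.914, p = 0.56 from the same exact test). Without transposable element genes the value for higher probe sets was 0.972 (p = 0.94 from the same exact test), and with narrower windows that for lower ones was 0.680 (p = 0.042 from the same exact test). Between *ddm1* and TSA 3 probe sets were higher in both (16.5 for independent lists) and 14 lower in both (2.70), at a covariance of 0.0087 against 0.0430 simulated and a correlation of 0.0220 against 0.50. Here too the simulated correlation is set by the shared Ws arrays and cannot tell whether the groups share a response.

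The chloroplast transcripts that fell after 5-AC had a median log2 change of -2.05, which did not pass the list test with an estimated correlation (adjusted p = 0.51). The lowest median of 10000 random lists of nuclear probe sets at the same level in Ws was -0.82, which argues against scaling or background as the whole cause. An equal loss of RNA of both organelles is argued against as the whole cause by the 6 of 20 mitochondrial probe sets that were high enough in Ws to fall as far, with a median of -0.64 (SD 0.70) and 95% intervals that all lie above -2.05, while a smaller or unequal loss stays open. With any 5-AC array left out the chloroplast median stayed at -2.04 or further from 0, and at -1.96 or further with any array left out. A response to 5-AC is a candidate explanation beside it, as a hypothesis from the same data, and a change in the share of green cells was not tested.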
